A study of Mus musculus with 6 samples.

How the data were processed

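Gene expression was measured by RNA sequencing in 6 preparations of adult mouse pancreatic acinar cells, the enzyme-secreting cells of the exocrine pancreas. Per the labels, 3 preparations came from animals with a Pdx1-driven Cre recombinase and intact Trip12 (control) and 3 from Trip12 knockout animals, and each preparation gave 1 library. Per the labels' protocols, total RNA was extracted with Trizol, messenger RNA was enriched by its poly-A tail, cDNA was primed with random hexamers and the libraries were sequenced on Illumina instruments. The series title also names pancreatic cancer cell lines, which were not analysed here.

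Each library was deposited as raw, whole-number counts per gene, with 1 count for reads placed without regard to strand and 1 for each strand orientation. The aligner, its version, the genome build and the annotation are not stated in the labels, and the tables have no header. The layout, with 4 leading rows outside genes (unmapped, mapped to several places, outside genes, ambiguous), is that of the gene count output of the aligner STAR, in which a read that maps to several places is counted to no gene. Whether 1 count was a read or a read pair is not stated, and they are called reads here. Those 4 rows stayed out of library sizes and tests. The percentages and shares printed here were computed from the deposited counts. Reads mapped to several places made up 27.2% ± 1.20 (SD, n = 3) of all reads in control and 22.7% ± 1.27 in knockout. Unmapped reads made up 12.9% ± 0.141 and 10.8% ± 0.933, and reads outside genes 1.08% ± 0.216 and 2.01% ± 0.151. Ambiguous reads made up 3.33% ± 0.0536 and 3.47% ± 0.133. The forward strand held 50.1% to 50.3% of both strands' gene counts in the 6 libraries, so the unstranded counts were used, by a rule fixed before the data were examined.

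Each table held 55414 Ensembl gene identifiers. Symbols, biotypes, exonic lengths and chromosomes were taken from the GENCODE M21 annotation of mouse build GRCm38, in which 52133 identifiers (94.1%) were found. These held at least 99.8% of the gene counts of every library. Because the build behind the counts is not stated, no coordinates are given, and the annotation was used for names, gene classes, sequence composition and for which genes neighbour each other.

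Total gene counts ran from 31019500 to 34041901 per library. Binomial intervals and count floors cover counting error only, since the reads carry no molecular identifiers and amplified copies are not independent molecules. A gene with at most 3 counts in every library of a group was treated as at the floor, and a fold against it is given as a bound computed from 3 counts. No pair of libraries agreed within sampling noise. The chi-square per degree of freedom over shared genes was 29.0 in the closest pair, so every library was counted as a separate sample.

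Differential expression was tested with edgeR 4.0.16 in R 4.3.3 on genes passing filterByExpr (13115 genes), with TMM factors, estimateDisp, the robust quasi-likelihood fit and its F test, and Benjamini-Hochberg adjustment. A gene is called when its adjusted p-value lies under 0.05. Normalised CPM values were computed from the deposited counts with TMM library sizes, and log2 CPM used a prior count of 2. The standard error of a log2 fold change was approximated as its size divided by the square root of the F statistic. Gene lists were tested with camera from limma 3.58.1 at a preset correlation of 0.01, with fry and with camera at an estimated correlation beside it, adjusted over 12 lists. Shares of single values were compared with exact two-sided permutation tests, whose smallest possible p with 3 against 3 is 0.1.

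The design, the 12 gene lists, the alternatives and the rule for named genes were fixed before the data were examined. The rule took Trip12 and then, among called protein-coding genes with a full symbol, a mean of at least 1 CPM in the higher group and no overlap between the groups, the 5 largest rises and the 5 largest falls. A total of 52 genes qualified among the rises and 48 among the falls. Members of the lists were named where called, except 1 that is not reported here, and other genes named here were chosen after their values were seen. The 12 lists were digestive enzymes, acinar transcription factors, ductal and metaplasia markers, islet hormones and secretory proteins, leukocyte markers, stromal and endothelial markers, adipocyte markers, the unfolded protein and integrated stress response, cell cycle, p53 targets, pancreatitis-associated genes, and a dissociation response of immediate-early and heat-shock genes.

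The labels number the preparations as biological replicates 1 to 3 in both groups, each with its own further identifier. They do not say that preparations with the same number belong together, so the main fit was planned without a block. Deviations of log2 CPM from the group means, compared across genes, had a correlation of 0.63 in pair 1, 0.455 in pair 2 and 0.285 in pair 3. Differently numbered pairs lay between -0.496 and 0.21. The numbered pairing had the highest mean correlation of the 6 pairings possible, 0.456 against 0.233 for the next. With so few pairings that rank is weak evidence. Because every same-numbered pair was over 0.1, the numbers were taken to pair the preparations by the rule set for this check, and fits with the replicate number as a block are given beside results whose calls they change. What the pairs shared, such as a day or a litter, is not recorded.

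The sex of each animal was read from Xist and 4 Y-linked genes. Control replicate 1 read as male, control replicates 2 and 3 as female and all 3 knockouts as male. A sex covariate had been planned for the case that both groups held both sexes, which they did not, and it was run as an added alternative that rests on control replicate 1 alone.

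Other alternatives were other scalings, filters and tests (DESeq2 1.42.0, limma-voom, glmTreat against a fold of 1.5), each strand's counts, 1 surrogate variable from sva 3.50.0, a covariate from the leukocyte, islet and stromal lists, and the fits leaving out each library. Offsets removing GC and length trends were added later, with values for 99.8% of tested genes. Parents of processed pseudogenes were found by blastn 2.17.0 against protein-coding transcripts of the tested genes, at 80% identity or more.

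The tests were tested on simulated data drawn from the means, dispersions and library sizes of these libraries. With 200 of 13115 genes changed by 1 log2 unit, the edgeR test recovered 26.0% of them, and 11.9% of its calls were unchanged genes. With a change of 2 log2 units it recovered 72.5%, with 11.0% unchanged genes among the calls. The blocked fit was tested on other counts, drawn from its own fitted block effects and dispersions. It recovered 58.0% and 86.0% of 200 genes among 13115, with 7.94% and 5.49% unchanged genes among its calls. Because the simulated counts differed, these figures do not show which fit suits these libraries better. With no changed gene among 13115, the fits called 3 genes without and 5 with the block. A simulated list of 15 raised genes was called by camera and by fry, and none of 11 unchanged lists was. The simulated genes varied independently and the lists held random genes. This therefore does not test either method on lists of genes that vary together.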

Results

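The effect of losing TRIP12, an E3 ubiquitin ligase, on gene expression in adult acinar cells was examined in 3 control and 3 Trip12 knockout preparations. The controls held 31265033, 31019500 and 34041901 gene counts in replicates 1 to 3, and the knockouts 31318935, 31320636 and 32163072. Total reads, including those outside genes, were 55316871, 57164450 and 61002772 in control and 49647091, 53218858 and 52652001 in knockout.

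The targeted gene was examined first. Trip12 (ENSMUSG00000026219, on chromosome 1 in the GRCm38 annotation) had 921, 544 and 727 counts in control replicates 1 to 3 and at most 537 counts in any knockout library. Its normalised values were 29.0, 22.3 and 26.4 CPM in control replicates 1 to 3 and 14.4, 14.7 and 13.0 CPM in knockout replicates 1 to 3. It averaged 25.9 CPM ± 3.36 (SD, n = 3) in control and 14.0 CPM ± 0.917 in knockout, 54.1% of the control level. All 3 knockout libraries lay below all 3 controls. The log2 fold change was -0.89 with a standard error of 0.14 and an adjusted p of 0.0256 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The exact permutation test on log2 CPM gave p = 0.1, the smallest that 3 against 3 allows. Trip12 overlaps Fbxo36 and 2 unclassified gene models in the same annotation. Counts over the whole gene cannot show which exons a knockout allele lacks, so the remaining counts do not measure remaining full-length transcript. The size of the fall depended on scaling. With library totals in place of TMM factors the log2 fold change was -0.49 and the adjusted p was 0.125 in the same edgeR test. The call was also lost in 5 of the 6 fits that each left out 1 library, with log2 fold changes from -0.98 without control replicate 2 to -0.82 without control replicate 1, and it was kept only without control replicate 1.

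Across the transcriptome, edgeR's quasi-likelihood test called 124 of 13115 tested genes at an adjusted p under 0.05, of which 61 were higher and 63 lower in knockout. At an unadjusted p under 0.05 there were 2193 genes. The called genes had a median absolute log2 fold change of 1.52, and 93 of them changed at least 2-fold. In all 124 the groups did not overlap. Over all tested genes 22.9% did not overlap, against 10% by chance. With the replicate number as a block, 785 genes were called, 446 higher and 339 lower, including all 124. Library totals in place of TMM factors moved the count most, to 1519 genes, 1442 higher and 77 lower, because that scaling raised the median log2 fold change of all genes by 0.41. The count also rested on single libraries. It was 461 without control replicate 1, 20 without control replicate 2, 54 without control replicate 3, 27 without knockout replicate 1, 88 without knockout replicate 2 and 24 without knockout replicate 3. With sex as a covariate, 21 genes were called.

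**Figure D1:**
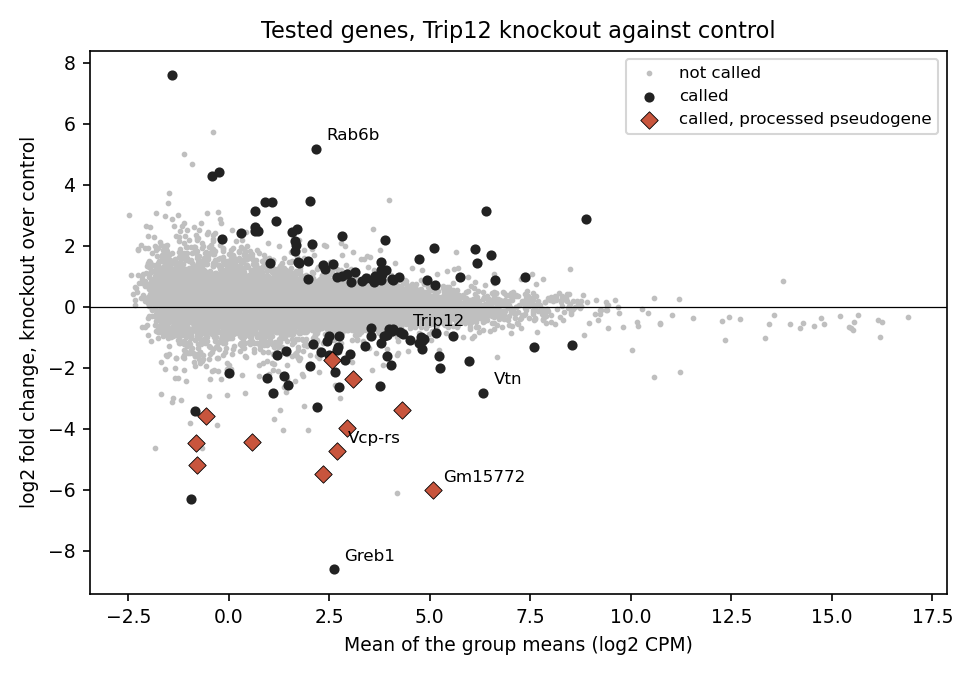
Each point is 1 of the 13115 tested genes, with the mean of the group means in log2 CPM on the x axis and the edgeR log2 fold change of knockout over control on the y axis. The 124 called genes are dark, and diamonds mark the 11 called processed pseudogenes, which all lie below 0.

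The 5 largest rises under the naming rule were in Rab6b, Clec2l, Gpx8, Mab21l3 and Plch2. Rab6b (ENSMUSG00000032549) rose from 0.234 CPM ± 0.219 (SD, n = 3) to 8.82 CPM ± 1.38, a log2 fold change of 5.19 (SE 0.51) with an adjusted p of 0.00894 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Clec2l (ENSMUSG00000079598) rose from 0.0727 CPM ± 0.0632 to 1.62 CPM ± 0.731, with 1 to 4 counts per control library, so that its log2 fold change of 4.41 (SE 0.71) is imprecise. Gpx8 (ENSMUSG00000021760) rose from 0.653 CPM ± 0.325 to 7.38 CPM ± 1.25, a log2 fold change of 3.47 (SE 0.33). Mab21l3 (ENSMUSG00000044313) rose from 0.347 CPM ± 0.138 to 3.89 CPM ± 1.66, and Plch2 (ENSMUSG00000029055) from 0.310 CPM ± 0.0488 to 3.40 CPM ± 0.889. Their log2 fold changes were 3.45 (SE 0.45) and 3.44 (SE 0.35). The adjusted p of these 4 genes in the same edgeR test were 0.0271, 0.00304, 0.0148 and 0.00417. In the GRCm38 annotation Gpx8 overlaps Cdc20b, Plch2 an antisense gene and Rab6b 1 unclassified gene model, and the counts used do not separate strands.

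The 5 largest falls were in Greb1, Fbxw10, Eif3j2, Prkar2b and Vtn. Greb1 (ENSMUSG00000036523) had 242, 292 and 464 counts in control and 2, 1 and 0 counts in knockout, at or under the floor of 3 counts. Its 12.2 CPM ± 4.62 (SD, n = 3) in control was at least 148-fold above what 3 counts allow in knockout (adjusted p 0.00107, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The male control held 7.62 CPM, so the fall was also present within males. Greb1 overlaps an antisense gene in the same annotation. Vtn (ENSMUSG00000017344) fell from 141 CPM ± 35.3 to 20.02 CPM ± 5.92, a log2 fold change of -2.81 (SE 0.28) with an adjusted p of 0.00454 in the edgeR test. Prkar2b (ENSMUSG00000002997) fell from 3.76 CPM ± 0.905 to 0.524 CPM ± 0.262, and Fbxw10 (ENSMUSG00000090173), which overlaps Trim16 in the GRCm38 annotation, from 1.02 CPM ± 0.316 to 0.0905 CPM ± 0.0394. Their log2 fold changes were -2.83 (SE 0.41) and -3.43 (SE 0.59), with adjusted p of 0.0202 and 0.0370 in the edgeR test. Eif3j2 (ENSMUSG00000043424) fell from 8.33 CPM ± 4.37 to 0.847 CPM ± 0.343 (adjusted p 0.0306 in the edgeR test), but it is a near-identical copy of another gene, and its counts are uncertain.

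**Figure D2:**
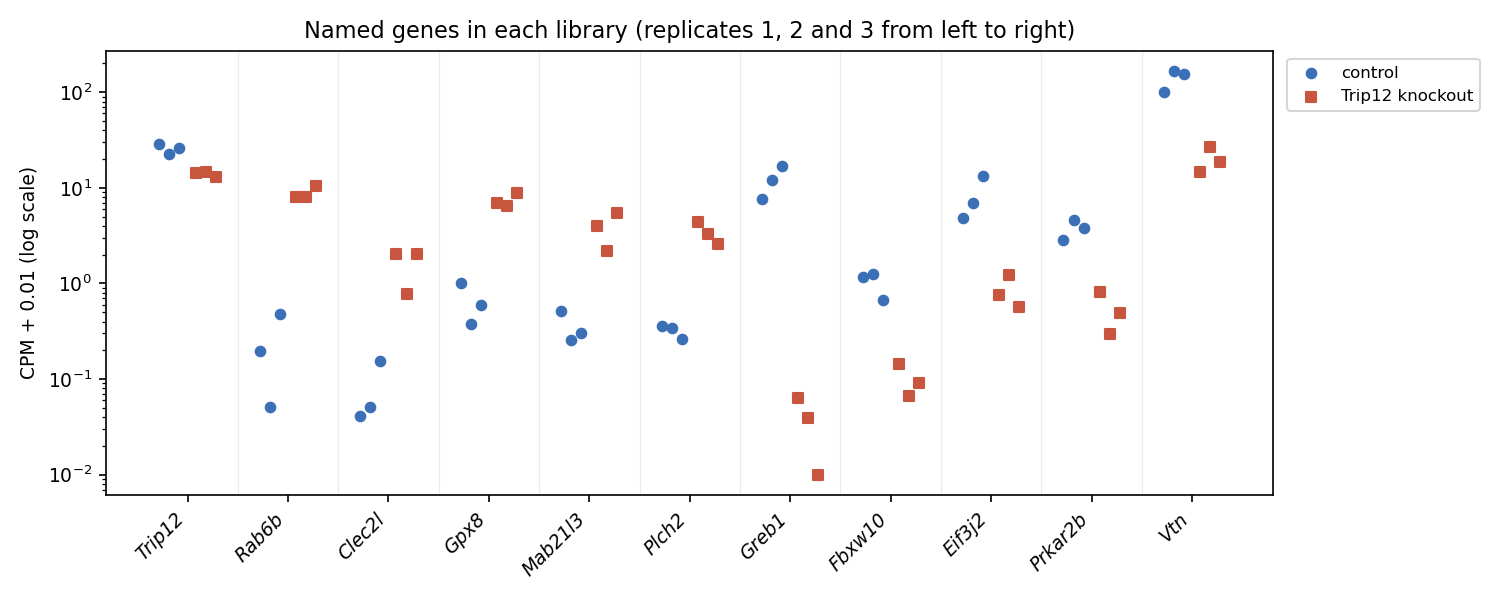
Normalised CPM plus 0.01 on a log axis for Trip12 and the 10 named genes, with circles for the 3 control libraries and squares for the 3 knockout libraries. The groups do not overlap in any of the 11 genes.

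Processed pseudogenes, which are intronless copies of messenger RNAs that share most of their sequence with a parent gene, stood out among the falls. They made up 11 of the 63 lower genes (17.5%) but 2.17% of the tested genes (odds ratio 9.86, two-sided Fisher's exact test, p = 9.51e-08). None was called higher. At an unadjusted p under 0.05, 3 were higher and 32 lower. With the replicate block, 20 of 339 lower genes (5.90%) were processed pseudogenes and none of the higher ones. Gm15772 (ENSMUSG00000062353) had 50.8, 69.4 and 78.8 CPM in control replicates 1 to 3 and 1.05, 1.03 and 0.992 CPM in knockout replicates 1 to 3, a log2 fold change of -6.01 (SE 0.22) with an adjusted p of 1.09e-05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Vcp-rs (ENSMUSG00000083327) had 14.1, 12.6 and 10.8 CPM in control and 0.724, 0.371 and 0.295 CPM in knockout. The best-matching protein-coding genes of the 11 had log2 fold changes from -0.16 to 0.91, and none of these parents was called without the block. With the block, the parents of Gm8210 and Gm15772, Rpl29 (log2 fold change 0.91 without the block) and Rpl26 (0.75), were called higher, with adjusted p of 0.0123 and 0.0175 in the blocked edgeR quasi-likelihood test with Benjamini-Hochberg adjustment. Reads of such copies can be placed on parent or copy, so these counts are uncertain as measures of transcription.

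**Figure D3:**
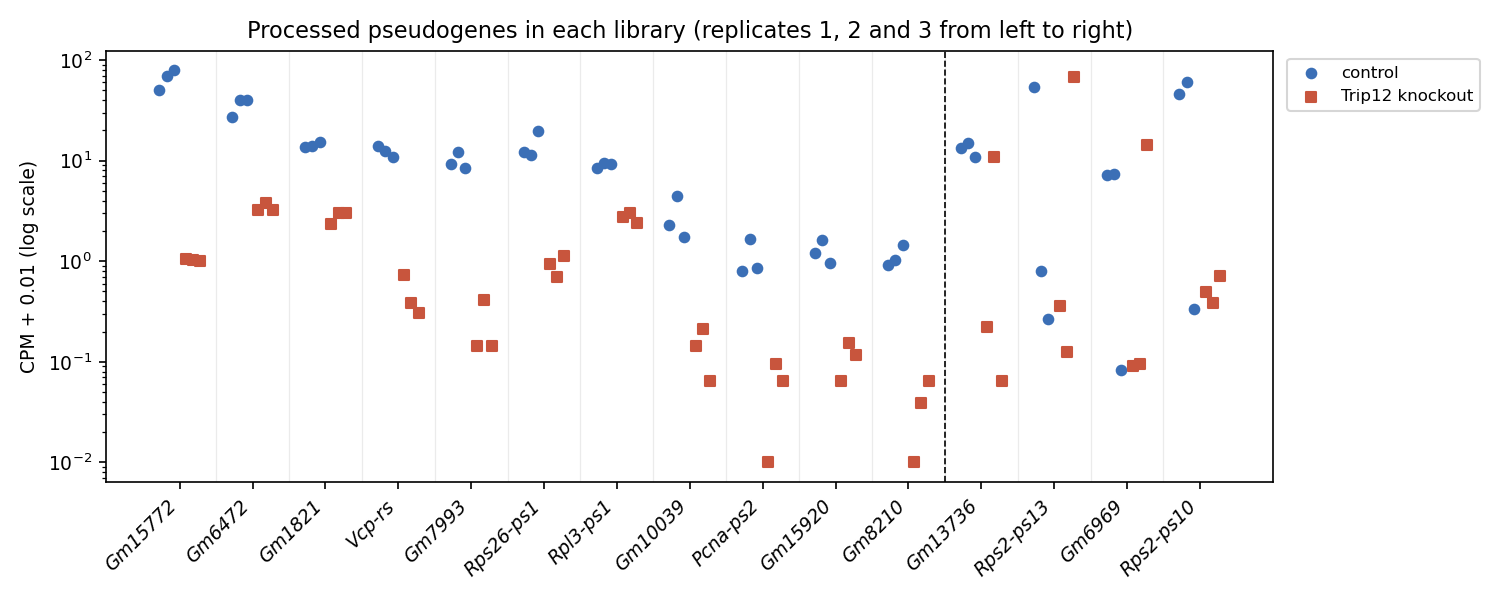
Normalised CPM plus 0.01 on a log axis in each library for the 11 processed pseudogenes called lower in knockout (left of the dashed line) and for 4 processed pseudogenes that differed at least 30-fold between libraries of the same group (right). In the first 11 every knockout library (squares) lies below every control library (circles), and in the last 4 single libraries of a group part from the others.

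Digestive enzymes took most of the counts. The 33 genes of that list held 76.1%, 78.8% and 77.4% of gene counts in control replicates 1 to 3 and 73.9%, 73.5% and 73.9% in knockout replicates 1 to 3. Counting error was small beside these differences, as in control replicate 1, where the exact 95% Clopper-Pearson interval ran from 76.04% to 76.07%. The mean share was 77.4% ± 1.39 (SD, n = 3) in control and 73.7% ± 0.218 in knockout, a difference of -3.71 percentage points. The exact permutation test gave p = 0.1, the smallest it allows. Leaving out the 3 most abundant enzymes gave a difference of -4.06. Reads mapped to several places, which were not counted to any gene, fell from 27.2% ± 1.20 (SD, n = 3) to 22.7% ± 1.27 of all reads (exact permutation test, p = 0.1), and the counts do not show which sequences these reads came from.

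**Figure D4:**
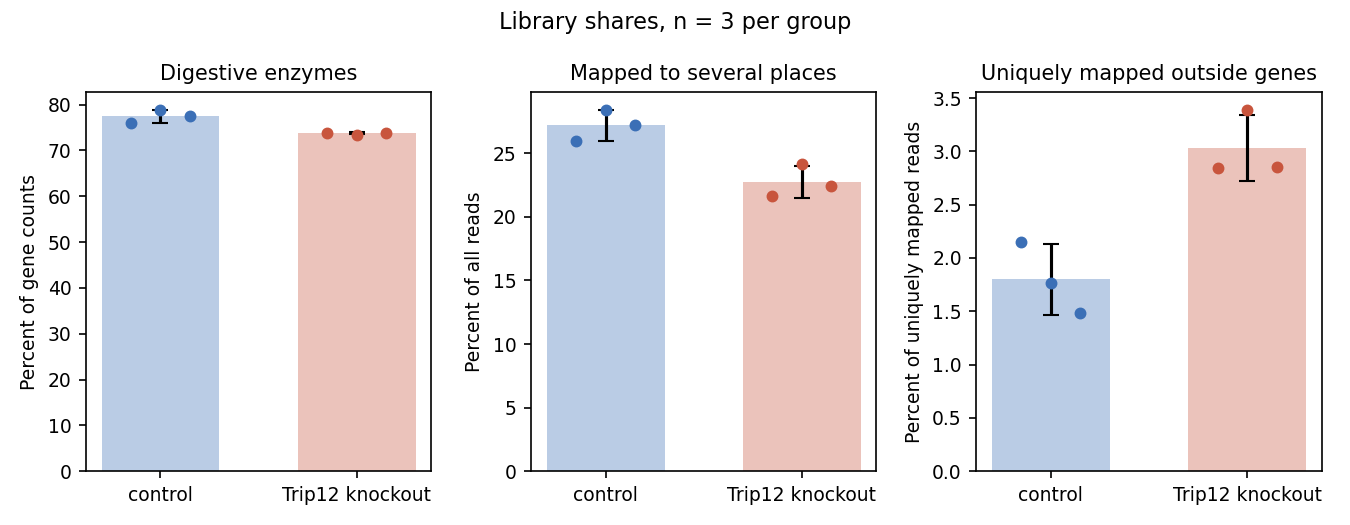
Bars give group means, error bars the SD and points the 3 libraries per group, for the percent of gene counts in digestive enzymes, the percent of all reads mapped to several places and the percent of uniquely mapped reads outside genes. The groups do not overlap in any of the 3 measures.

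Of the 12 gene lists, camera called only the digestive enzymes, which were lower in knockout with a median log2 fold change of -0.52 over 33 genes, 30 of them lower (camera, Benjamini-Hochberg adjusted p 2.67e-09). The call did not hold under fry (adjusted p 0.378) or with an estimated correlation (adjusted p 0.829), and with library totals the median was -0.09. Other splits of the same 6 libraries gave between 0 and 8 called lists in camera, so its calls are no measure of a difference between the groups here. Over all genes tested 1 enzyme was called, Prss3, and 19 were when adjusted over the list alone. With the replicate block 8 were called, of which Prss3 and Try5 were higher and Cuzd1, Gp2, Try10, Cela2a, Cpb1 and Spink1 lower. Cela2a fell from 99707 CPM ± 18614 to 49693 CPM ± 3877 (SD, n = 3), a log2 fold change of -1.005 (SE 0.19) with an adjusted p of 0.0522 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and 0.0109 with the block. Prss3 rose from 114 CPM ± 27.3 to 836 CPM ± 179 (adjusted p 0.00166 in the edgeR test), but the trypsinogen genes are near-identical and their counts are uncertain.

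The other lists were not called without the block, with camera adjusted p from 0.0846 to 0.892. Their median log2 fold changes were -0.24 for acinar transcription factors, -0.09 for ductal and metaplasia markers, 0.56 for islet genes, -0.03 for leukocyte markers, 0.30 for stromal and endothelial markers and 0.33 for the 2 adipocyte genes tested. They were 0.20 for the unfolded protein and integrated stress response, -0.14 for cell cycle, 0.31 for p53 targets, 0.20 for pancreatitis-associated genes and 0.39 for the dissociation response. With the block, camera also called the dissociation response (adjusted p 0.000516), stromal and endothelial markers (adjusted p 0.0118) and p53 targets (adjusted p 0.0118), all higher, and fry called none of the 12, with 2 at an unadjusted p under 0.05. Among p53 targets Zmat3 rose from 5.47 CPM ± 1.45 to 12.1 CPM ± 1.46 (SD, n = 3; adjusted p 0.0412, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over the list alone 2 of 15 were called, and with the block 4 over all genes, namely Zmat3, Eda2r, Trp53inp1 and Cdkn1a, all higher. Among acinar transcription factors Rbpjl rose from 214 CPM ± 56.8 to 505 CPM ± 145 (SD, n = 3), with an adjusted p of 0.0685 in the edgeR test and 0.00203 with the block, and Ptf1a was called lower with the block (log2 fold change -0.54, adjusted p 0.0460 in the blocked edgeR test). Over the list alone 1 of 12 was called. Ductal markers moved both ways. With the block Krt7, Ambp, Spp1, Pkhd1 and Epcam were called higher and Krt19, Muc1 and Krt23 lower, and over the list alone without the block 7 of 19 were called. In the 8 remaining lists no member was called without the block, over all genes or over the list alone, with 0 to 3 members per list at an unadjusted p under 0.05. With the block C1qa, C1qb, C1qc and Adgre1 were called higher among leukocyte markers, and Pcsk2, Fabp4 and Hspa1b were called higher and Mcm2 and Reg1 lower in 5 other lists. None of the list members named here changed direction under the 4 other scalings, but sizes depended on the scaling. With library totals and no block, every fall among them was smaller and every rise larger. The log2 fold change of Ptf1a went from -0.55 to -0.11, and that of Rbpjl from 1.24 to 1.66.

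Genes near Trip12 were compared with the rest of the genome, since an engineered allele can carry flanking sequence of another strain. Within 10 Mb of Trip12 in the GRCm38 annotation, 1 of 113 tested genes was called, Per2, against 122 of 12981 other genes (odds ratio 0.941, two-sided Fisher's exact test, p = 1.0). With the replicate block 10 of 113 were called (odds ratio 1.53, two-sided Fisher's exact test, p = 0.226). No excess of called genes near Trip12 was detectable.

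The libraries differed in ways the groups do not explain. Pearson correlations of log2 CPM across genes ran from 0.921 to 0.962 within groups and from 0.911 to 0.951 between groups. The first 2 principal components held 45.6% and 24.2% of the variance. The first did not part the groups, with control replicate 1 at -37.5 among the knockouts at -54.1, 6.17 and -19.5, and control replicates 2 and 3 at 49.9 and 55.0. The second did, narrowly, with controls at -49.8, -24.6 and 3.27 and knockouts at 3.74, 27.4 and 40.0. In all 3 numbered pairs the knockout lay lower on the first and higher on the second. Leukocyte markers had a mean of 2.83, 0.57 and 0.17 log2 CPM in control replicates 1 to 3 and 2.58, 0.39 and 1.5 in knockout replicates 1 to 3. Xist had 2118 and 2440 counts in control replicates 2 and 3 and between 3 and 5 in the other libraries, while the 4 Y-linked genes summed to 1205 counts in control replicate 1 and between 1679 and 1784 in the knockouts. Sex and genotype were thus partly confounded, and the sex-adjusted difference rests on 1 male control.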

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

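The test of reads over receptor genes was chosen after the result was seen. The share of uniquely mapped reads that fell outside genes, which no comparison of the design uses, was higher in every knockout library than in every control library. It averaged 3.03% ± 0.309 (SD, n = 3) in knockout and 1.80% ± 0.333 in control (exact permutation test, p = 0.1, the smallest possible), with a lowest knockout value of 2.85% and a highest control value of 2.15%. A smaller share of enzyme reads would raise this percentage without more reads outside genes. Set against gene counts outside the digestive enzymes, reads outside genes still came to 12.6 ± 1.23 per 100 counts in knockout and 8.60 ± 1.36 in control, a ratio of 1.46 with no overlap, which argues against dilution as the whole cause. Genomic DNA would spread reads over silent genes. The summed CPM of 1970 olfactory and vomeronasal receptor genes was 2.33 times as high in knockout, but 48.6% of the knockout counts lay in 3 genes of 1 family, and at most 36 of the 1970 had any count in a knockout library. Evenly spread, the excess reads would have reached at least 582 of these genes, so genomic DNA is excluded as the main source. Reads in introns, from RNA not yet spliced, and transcripts outside the annotation used by the authors stay open, since the counts do not say where outside genes these reads lie. A biological difference between the genotypes is open too and was not tested.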

How the results depend on the processing

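The sex covariate, the GC and length offsets, the blocked fits without a pair, the blocked fry test and the block for genes near Trip12 were chosen after seeing the data.

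No gene called without the block changed direction in any of the 27 alternative fits in which it was tested. Of the 124, 105 were tested among genes with at least 10 counts in every library, 121 with forward-strand counts and 119 with reverse-strand counts. The number called (124, with 61 higher and 63 lower) stayed within 1.5 times under 2 other composition scalings, with enzymes left out of library sizes, without robust dispersion, with either strand's counts and with GC and length offsets. It was 84 under limma-voom, with 35 higher. It moved to 1519 with library totals (1442 higher, 77 lower, 94.9% higher against 49.2%), which follows from the shift of 0.41 in all genes. It was 850 without a filter (477 higher, 373 lower), 210 among genes with at least 10 counts in every library (110 and 100), 594 with DESeq2's Wald test (259 and 335, with 22 genes given no adjusted p), 31 against a fold of 1.5 (14 and 17), 413 with 1 surrogate variable (222 and 191) and 478 with the cell-type covariate (259 and 219). With sex as a covariate it was 21 (7 and 14), 20 of them among the 124. Apart from the library totals and the test against a larger fold, the cause of these moves was not tested.

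The replicate block gave 785 calls (446 higher, 339 lower), 974 with GC and length offsets (406 and 568). The share of higher calls was 56.8% with the block and 41.7% with the block and offsets. Leaving out a numbered pair gave 396 blocked calls without pair 1 (214 and 182), 100 without pair 2 and 832 without pair 3 (472 and 360). Leaving out 1 library gave from 20 to 461 calls, with 6 to 207 higher and 14 to 254 lower, the most without control replicate 1. Beyond the all-gene count, the list calls and the list members given above, the block changed calls of other genes. These were processed pseudogenes and their parents, genes near Trip12 and clock genes, and they are given with those results. Trip12 and the other genes named by the rule kept their calls with the block and all libraries. Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as many called genes as the real one, the real split itself, and the next gave 44. It put control replicate 1 with knockout replicates 1 and 3, which all read as male. At an unadjusted p under 0.05 that split had 2070 genes, against 2193 in the real one. At that threshold a grouping other than genotype thus parted the libraries almost as strongly. Of the 4 splits that part all 3 numbered pairs, 1 gave as many blocked calls, again the real one, and the others gave at most 1, with 101 to 201 genes at an unadjusted p under 0.05 without the block. These designs cannot give a share under 0.1 and 0.25.

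Trip12 stayed lower in every fit. Its call was lost with library totals (-0.49, adjusted p 0.125), against a fold of 1.5 (-0.89), with sex as a covariate (-1.05) and with the block without pair 2 (-1.02). The 6 fits leaving out 1 library gave -0.98 to -0.82. Its adjusted p ran from 2.18e-06 with DESeq2 to 0.454. Named genes kept their direction in every fit in which they were tested. A call was lost 19 times in fits with all libraries or without a pair, and 22 times without 1 library. Greb1 and Gpx8 kept their calls in every fit in which they were tested.

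The number of called lists (1) was 2 among genes with at least 10 counts in every library, 0 with fry (1 list at an unadjusted p under 0.05), 0 with an estimated correlation (0 unadjusted), 4 with the replicate block and 0 with the block and fry. It ran from 1 to 5 without 1 library. As many lists were called in 9 of the 10 splits, up to 8, and in 3 of the 4 that part all pairs, so a camera call here is no evidence of a difference between the genotypes.

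Median log2 changes of lists whose direction in the test reversed with library totals were 0.21 for acinar transcription factors, 0.20 for ductal, 0.28 for leukocyte, 0.64 for stromal and endothelial, 0.72 for adipocyte and 0.75 for dissociation response genes, where all genes shifted by 0.41. Cell cycle genes reversed with the block and fry, at a median of 0.075. Without 1 library, lists reversed within ranges of -0.44 to 0.021 for acinar transcription factors, -0.25 to 0.20 for ductal, 0.16 to 0.91 for islet, -0.71 to 1.30 for leukocyte, -0.16 to 1.21 for stromal and endothelial, -0.17 to 0.61 for adipocyte, -0.065 to 0.23 for stress response, -0.20 to 0.80 for cell cycle, -1.07 to 1.41 for pancreatitis-associated and -0.076 to 1.22 for dissociation response genes. 4 other list results became stronger and 3 weaker with all libraries, and 10 became stronger without 1 library.

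The odds ratio for genes near Trip12 rose above 1 with the replicate block (1.53) and ran from 0 to 1.04 without 1 library. At an unadjusted p under 0.05, 17 of 113 genes were counted, against 2174 of 12981. The difference in enzyme share was negative in every setting run, from -4.396 to -3.01 points. Depth limits low genes, as with Clec2l at 1 to 4 counts per control library.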

Other observations

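The tests of all-or-none pseudogenes, of all processed pseudogenes together, of trypsinogen reads, of reads mapping to several places, of library totals as the scaling, of pairing over the digestive enzymes and of clock genes without the block were chosen after the results were seen.

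The 11 processed pseudogenes lower in knockout lay on 7 chromosomes, 3 of them on X, and 10 had their parent gene on another chromosome. Their best-matching protein-coding genes, at 95.7% to 99.8% identity, had a median log2 fold change of 0.16, which argues against lower expression of the parents. All 285 tested processed pseudogenes had a median of -0.14, with 61.1% lower against 47.4% of the other tested genes, and outside the 11 there were 21 lower and 3 higher at an unadjusted p under 0.05. A difference in read length or quality between the groups, which would move reads off many such copies, is therefore not excluded. In 4 other processed pseudogenes, libraries of the same group differed at least 30-fold. Rps2-ps10 had 45.9 and 60.8 CPM in control replicates 1 and 2 and 0.327 CPM in control replicate 3, with at most 0.697 CPM in knockout. Rps2-ps13, on the X chromosome, had 53.9 CPM in control replicate 1 and 68.1 CPM in knockout replicate 3 and at most 0.780 CPM elsewhere. Gm13736 was near 0 in knockout replicates 1 and 3, and Gm6969 was high in control replicates 1 and 2 and knockout replicate 3. Such steps were found in 4 of 29 processed pseudogenes above 5 CPM and in 29 of 7361 protein-coding genes (odds ratio 40.3, two-sided Fisher's exact test, p = 7.24e-06). This pattern is consistent with alleles that differ between the animals, where a variant in a parent or copy moves reads from one to the other. If so, the 11 copies that part the groups completely may mark background differences between the control and knockout animals that go beyond Trip12, and some called genes may belong to them. Called genes of any kind were no closer together than random genes, with 37 neighbours within 5 Mb against a median of 35 in 10000 expression-matched random sets (range 26 to 44 for 95% of them, one-sided permutation p = 0.347). A few small blocks would not be seen this way, so linked strain differences, a difference in read placement and an effect of the genotype cannot be told apart for these 11 genes. The reads themselves would show the variants.

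In 2 enzyme genes libraries of the same group also differed, but less than 30-fold. Amy2b had 2836 and 4267 CPM in control replicates 1 and 2, 577 CPM in control replicate 3 and 421, 668 and 457 CPM in knockout replicates 1 to 3. Ctrc had 3384, 4805 and 3488 CPM in control replicates 1 to 3, 252 and 225 CPM in knockout replicates 1 and 2 and 2170 CPM in knockout replicate 3. No explanation was tested for these 2 genes.

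Trypsinogen genes moved apart. Prss3, Prss1 and Gm5771 together rose from 134 to 1000 CPM, while Prss2, Try4, Try5 and Try10 together fell from 107000 to 86500 CPM, within which Try5 rose. With library totals as the scaling these 4 rose from 92200 to 99900 CPM and Try4 changed direction (log2 fold change 0.10), while the other 6 genes kept theirs. The gain of the 3 rising genes came to 0.810% of the control counts of the 4 abundant genes. A small change in where reads of near-identical copies are placed could give it, and so could a true rise, and the 2 cannot be told apart from counts.

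Several explanations were tested for the 124 called genes as a whole. Because 2 of 3 controls were female and every knockout was male, sex was a candidate explanation. Of 446 autosomal genes called without the male control, 81.4% placed that held-out male control beyond all 3 knockout libraries on the controls' side. If sex were the cause, 25% would be due for genes not chosen on the other libraries. These genes were chosen on them, which raises the share due by an unknown amount. The share argues against sex as the whole cause, but only weakly, since it rests on 1 male control and on genes that need not vary independently. The male control lay at a median of 0.557 of the way from the knockouts to the female controls, so part of many differences may follow sex or the preparation. With GC and length trends removed, 97 of the 124 were still called, which argues against these trends as the whole cause. A few enzyme genes taking most of the counts would move all other genes alike. Library totals as the scaling, which raised all genes by 0.41, kept the calls of 111 of the 124. These were all 61 higher genes, which that scaling favours, and 50 of the 63 lower genes, which it works against. This argues against the enzyme share as the whole cause. Leaving the enzymes out of library sizes moved almost nothing and tested nothing. The Spearman correlation of log2 fold changes across genes was 0.144 with GC content and 0.0665 with length.

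The share of reads mapping to several places was lower in every knockout library, at 21.6%, 24.1% and 22.5% against 26.0%, 28.4% and 27.3% in control. Uniquely placed reads of the trypsin, amylase, elastase 3 and kallikrein 1 families, 33 genes in which copies are near-identical, held 13.3%, 13.1% and 11.7% of gene counts in control and 13.1%, 13.3% and 12.8% in knockout, a ratio of the means of 1.03, and the groups overlapped. Of all reads they held 7.495%, 7.086% and 6.504% in control and 8.247%, 7.847% and 7.837% in knockout, higher in every knockout library. The share of all reads counted to any gene was also higher in every knockout library, at 63.1%, 58.9% and 61.1% against 56.5%, 54.3% and 55.8%, so that rise is not specific to these families. Neither measure fell with the reads mapping to several places, but uniquely placed reads need not follow those, so these families stay open as a source of the difference. All 3 controls had more total reads than all 3 knockouts, so depth and group cannot be told apart. Within groups the share followed total reads in 1 of the 2 groups, which does not settle the role of library size or depth. Other repeated sequences were not tested.

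Same-numbered preparations deviated together, and part of what they shared was the content of other cells. The immunoglobulin transcript Ighm, made by B cells, was high in pair 1, at 44.2 and 34.1 CPM in control and knockout replicate 1 against 0.440 to 14.5 CPM in the other 4 libraries. Carried-over lymphoid, stromal and endocrine cells alone would leave acinar transcripts unpaired. Over the 33 digestive enzymes the correlations of pairs 1 to 3 were -0.493, 0.146 and -0.167, against -0.357 to 0.459 in differently numbered pairs, so these genes showed no pairing. Over the 543 genes with a mean of at least 50 CPM, which include genes of other cells, they were 0.178, 0.682 and 0.269, against -0.572 to 0.365, so only pair 2 lay above all differently numbered pairs. Such cells therefore stay open as the only cause. A shared day of isolation may be another, and no label records it. Reg3b was high in pair 2, with 82.5 and 142 CPM in control and knockout replicate 2 against 3.03 to 11.1 CPM in the other 4 libraries.

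Per2, the 1 called gene near Trip12, is a clock gene, so a difference in the time of day at collection was tested on 10 other clock genes. Of these, 7 went the way a shift in phase needs in the blocked fit, under the 8 set beforehand, but 8 did without the block, because Nr1d1 was near 0 in both. Without the block none of the 10 was called. With it Per3 was higher (log2 fold change 1.24, adjusted p 0.0177 in the blocked edgeR test), but Arntl, which peaks in the opposite phase, was also higher (0.73, adjusted p 0.0123 in the same test). Npas2, of the same phase as Arntl, was higher too (0.66) but was not called, and Clock was lower (-0.12). The count turns on 1 gene, and of the 2 genes of opposite phase that moved against a shift 1 was called, only with the block, so a difference in time of day stays open. So does a change of the clock with the genotype, which was not tested.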
